# Inhibition of G9a induces DUSP4-dependent autophagic cell death in head and neck squamous cell carcinoma

**DOI:** 10.1186/1476-4598-13-172

**Published:** 2014-07-15

**Authors:** Kai-Chun Li, Kuo-Tai Hua, Yi-Shen Lin, Chia-Yi Su, Jenq-Yuh Ko, Michael Hsiao, Min-Liang Kuo, Ching-Ting Tan

**Keywords:** HNSCC, G9a, autophagy, DUSP4, ERK

## Abstract

**Background:**

Head and neck squamous cell carcinoma (HNSCC) is a common cancer worldwide. Emerging evidence indicates that alteration of epigenetics might be a key event in HNSCC progression. Abnormal expression of histone methyltransferase G9a, which contributes to transcriptional repression of tumor suppressors, has been implicated in promoting cancerous malignancies. However, its role in HNSCC has not been previously characterized. In this study, we elucidate the function of G9a and its downstream mechanism in HNSCC.

**Methods:**

We investigated the clinical relevance of G9a in HNSCC using immunohistochemistry (IHC) staining. In vitro cell proliferation and tumorigenesis ability of G9a-manipulated HNSCC cells were examined with MTT assays, clonogenic assays, and soft agar assays. We examined different routes of cell death in HNSCC cells induced by G9a-depletion or enzymatic inhibition by immunoblot, flow cytometry, fluorescent and transmission electron microscopy analysis. Specific targets of G9a were identified by affymetrix microarray and quantitative reverse transcription-polymerase chain reaction (qRT-PCR). Lastly, functions of G9a in vivo were confirmed with a xenograft tumor model.

**Results:**

G9a expression is positively correlated to proliferation marker Ki-67 and to poor prognosis in HNSCC patients. Genetic or pharmacological inhibition of G9a reduced cell proliferation without inducing necrosis or apoptosis. Instead, autophagic cell death was the major consequence, and our investigation of mechanisms suggested it is mediated via the dual specificity phosphatase-4 (DUSP4) dependent ERK inactivation pathway. An orthotopic tumor model further confirmed the growth inhibiting effect and induction of autophagy that followed suppression of G9a.

**Conclusions:**

In this study, we provide evidence that G9a confers the survival advantage of HNSCC. Genetic or pharmacological inhibition of G9a induces autophagic cell death; this finding provides a basis for new therapeutic targets for treating HNSCC.

## Background

Head and neck squamous cell carcinoma (HNSCC), including squamous cancers of the oral cavity, pharynx and larynx, is one of the common cancers, estimated to account for over 300,000 deaths yearly worldwide; in Taiwan, it is the fifth most common malignancy. Although improved treatment strategies for HNSCC are continually being proposed, clinical outcomes have not improved noticeably [1,2]. Therefore, identifying and developing effective new therapeutic strategies remains a matter of great urgency for clinical management of HNSCC.

DNA methylation is an epigenetic effect of gene regulation. Recent studies have proposed that DNA methylation on the genes promoter region is controlled by post-translational modification of histone proteins [3]. Among different states of histone modification, methylation is generally considered an important mechanism for regulating gene expression and chromosome organization that may contribute to development and maintenance of physiological functions [4,5]. In mammals, methylation on histone 3 lysine 9 (H3K9) is essential for transcriptional repression. Mono- (H3K9me1) and di-methylation of H3K9 (H3K9me2) are mainly mediated by G9a (a histone methyltransferase), which is located predominantly at the euchromatin [6]. Accumulating evidence demonstrates that G9a is up-regulated in various types of cancer. Dysregulation of G9a triggers an abnormal H3K9me2 expression pattern, resulting in silencing of tumor suppressor genes [7-11].

In carcinogenesis, G9a has been reported to promote both cell proliferation and metastasis [7,10]. Knockdown of G9a by RNAi mediated gene silencing inhibits growth and further promotes apoptosis of breast cancer cells [8,12]. Pharmacological inhibition of G9a disturbs the cell cycle and induces senescent phenotypes, further inhibiting growth in prostate and pancreatic cancer [13,14]. Furthermore, inhibition of G9a may lead to autophagy in breast and colorectal cancers [15], suggesting that G9a may control cell growth in a variety of cancer types via multiple routes. However, its role in HNSCC and the underlying mechanisms remain largely unknown.

Autophagy is a physiological process that turns over constituents of eukaryotic cells. It is initiated by vesicle fusions and forms the double-membraned autophagosomes. The autophagosome will then fuse with lysosome to degrade the proteins or organelles [16]. Although autophagy was initially considered a temporary survival mechanism for normal and cancer cells under conditions of nutrient limitation and metabolic stress, several studies have shown that persistent stress may lead to an intensification of autophagy that results in cell death, which is called type II programmed cell death [17]. These findings provide a basis for identifying the key regulator mediating autophagy-associated cell death and elucidating its mechanism, may be benefit for developing cancer therapies.

This study reveals the importance of G9a in HNSCC. Its expression is up-regulated in tumors and corresponds strongly with poor prognosis in clinical practice. We found that knockdown of G9a or pharmacological inhibition with a specific chemical inhibitor significantly reduced proliferation, colony formation and anchorage-independent growth, and the mechanism is not mediated by induction of necrosis or apoptosis, but regulated by enhancement of autophagy. Moreover, G9a-induced autophagic cell death in HNSCC was mainly mediated by dual specificity phosphatase-4 (DUSP4) dependent ERK inactivation. Our findings shed light on the role of G9a in regulation of cell growth in HNSCC, which may provide a valuable therapeutic strategy for treating such cancers.

## Results

### G9a expression is associated with proliferation and poor prognosis in HNSCC

It has been suggested that G9a controls cells growth in various types of cancer. To investigate whether G9a expression is also involved in HNSCC growth and its clinical implications, we first analyzed the expression of G9a and proliferation marker, Ki-67, by IHC staining of a tissue microarray (TMA) containing a cohort of 108 HNSCC specimens. In the normal mucosa, G9a and Ki-67 staining were both localized predominantly in highly proliferative basal cells (Figure 1A). Both G9a and Ki-67 were expressed at a higher level in tumor tissues compared with adjacent normal mucosa (Figure 1A). Moreover, a similar expression pattern was observed for G9a and Ki-67 (Figure 1B, Additional file 1: Table S2), suggesting that G9a may also be involved in regulating growth in HNSCC. To further elucidate the clinical significance of G9a, we have collected 77 specimens from an independent HNSCC cohort and examined the correlation between G9a expression and survival probability. Patients with high G9a scoring tumors (scores 2 and 3) had a significantly worse prognosis compared with those whose G9a staining score was lower (scores 0 and 1) (Figure 1C). Taken together, this indicates that G9a may regulate cell proliferation in HNSCC and could also be an indicator for predicting clinical outcomes of HNSCC patients.

**Figure 1:**
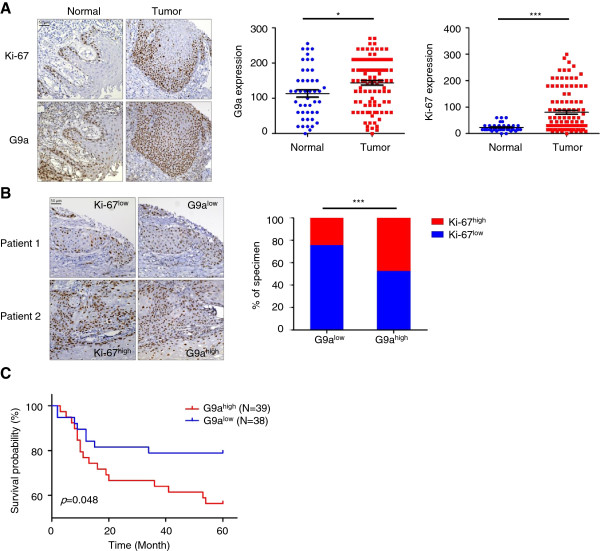
**G9a expression is positively correlated with cell proliferation and poor prognosis in HNSCC patients. (A)** Correlation between Ki-67 and G9a expression. The expression of two proteins were analyzed by IHC staining of tissue microarray (TMA) containing 46 normal and 108 tumor sections from HNSCC patients. The expression level of both Ki-67 and G9a was measured by relative staining intensity multiplied by percentage. Scale bar, 50 μm. (*, *p* < 0.05; ***, *p* < 0.001). **(B)** Ki-67 and G9a IHC staining of serial section of tumors. Low or high Ki-67 and G9a expression were defined by a threshold of 80 and 143, which is the average of relative staining intensity multiplied by percentage of Ki-67 and G9a. Scale bar, 50 μm. (***, *p* < 0.001). **(C)** Kaplan-Meier plot of overall survival of 77 HNSCC patients from a National Taiwan University Hospital cohort stratified by G9a expression level.

### Inhibition of G9a attenuates HNSCC cell growth in vitro

To elucidate the relationships between G9a expression and proliferation in HNSCC, we first examined the growth of two human HNSCC cell lines, SAS and FaDu, with G9a silencing by two independent shRNAs. The G9s shRNAs specifically deplete G9a but not GLP protein expression (Figure 2A), which is a G9a-like protein and can form a heteromeric complex with G9a to catalyze H3K9 methylation in cells [18]. As shown in Figure 2A, the proliferation rates were significantly decreased within five days after inhibition of G9a expression. A similar effect was also observed with pharmacological inhibition of G9a in HNSCC cells by BIX-01294 treatment in a dose-dependent manner (Figure 2B). The BIX-01294 treatment decreased H3K9 mono- and di-methylation rather than tri-methylation, suggesting a highly G9a-specific inhibition of this compound. Given the essential role of G9a in regulating HNSCC growth in vitro, we then determined whether G9a could regulate colony formation, in order to evaluate the capacity of a single cell to expand. The results clearly indicated that cells with G9a knockdown (Figure 2C) or inhibitor treatment (Figure 2D, Additional file 2: Figure S1A and B) produced smaller colonies than vehicle control. The results for anchorage-independent growth ability measured by soft agar assay also showed that inhibition of G9a decreased the size and number of colonies (Figure 2E and F). Moreover, the BrdU incorporation assay was performed to detect new synthesized DNA during cell proliferation. As shown in Additional file 3: Figure S2, cells with genetic inhibition (Additional file 3: Figure S2A) or pharmacological inhibition (Additional file 3: Figure S2B) of G9a displayed less BrdU incorporation compared to the vehicle counterpart, suggesting that G9a may positively regulate cell growth in HNSCC.

**Figure 2:**
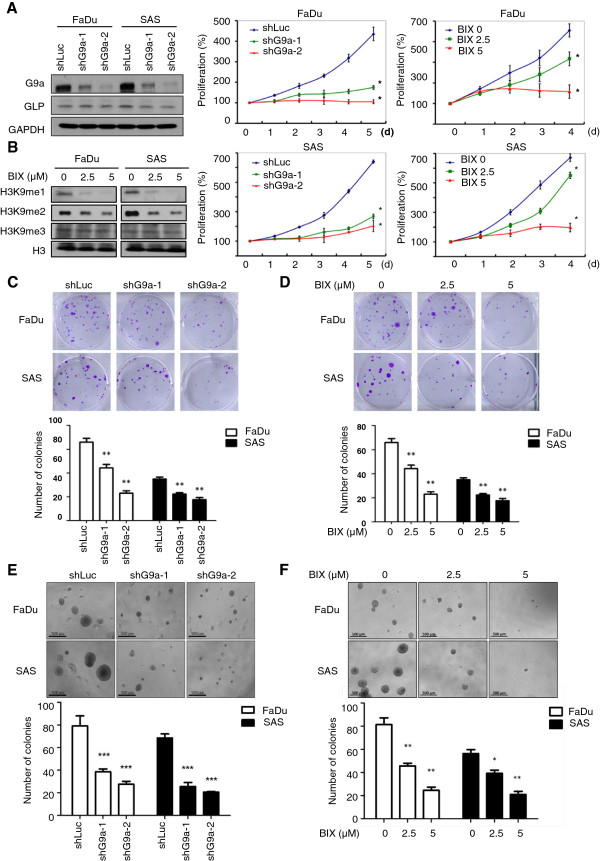
**Knockdown of G9a or inhibition of its enzymatic activity decreases HNSCC cell growth in vitro. (A)** FaDu and SAS cells were infected with lentivirus containing two different G9a-shRNA plasmids to knockdown G9a expression. **(B)** Cells were treated with different doses of BIX-01294 to inhibit the enzymatic activity of G9a. We used MTT assay to determine the five-day proliferation rate of G9a-knockdown cells compared with luciferase-knockdown controls, and BIX-01294 treated cells compared with vehicle (*, *p* < 0.05). The MTT value at Day 0 was considered as 100% of the proliferation rate for each experimental group. (**C** and **D**) The clonogenic cell survival assay of cells infected with lentivirus containing luciferase shRNA, G9a shRNA, vehicle and BIX-10294 treated cells (**, *p* < 0.01). (**E** and **F**) Examination of anchorage-independent growth ability of cells and quantification results of soft agar assay. Scale bar, 500 μm. (*, *p* < 0.05; **, p < 0.01; ***, *p* < 0.001).

### Inhibition of G9a attenuates HNSCC growth, but not via induction of apoptosis or necrosis

To further explore the mechanism of inhibiting cell growth after knockdown of G9a or blocking its enzymatic activity, we then investigated whether inhibition of G9a could induce apoptosis or necrosis in HNSCC cells. The Annexin V and PI binding assay was performed and analyzed by flow cytometry. As shown in Figure 3A, no significant apoptotic or necrotic cells were detected 72 hours after knockdown of G9a compared with the luc shRNA control. In addition, there was no induction of apoptosis and necrosis in cells subjected to 5 μM BIX-01294 treatment for 24 and 48 hours (Figure 3B). We then performed biochemical analysis by immunoblotting with pro-apoptotic markers, including cleavage forms of the poly ADP-ribose polymerase (PARP) and caspase-3. Consistently, we were unable to detect pro-apoptotic signatures in cells within 48 hours of treatment with BIX-01294 (Figure 3C). A previous study demonstrated that 5-Fu treatment induced sub-G1 populations of HNSCC [19]. Here, the cytotoxic effect of 5-Fu was shown by induction of apoptosis in HNSCC cells, demonstrating that the apoptosis mechanism is intact in HNSCC cells, a finding which further suggested that inhibition of G9a decreases cell growth via a non-apoptotic process.

**Figure 3:**
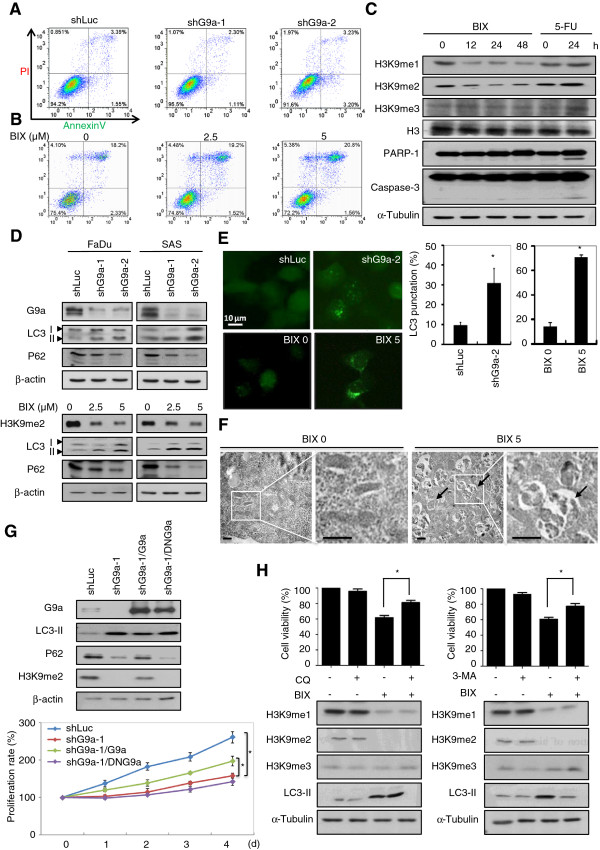
**Inhibition of G9a induces autophagy-dependent death in HNSCC cells. (A)** Flow cytometry analysis of apoptosis and necrosis of FaDu cells with control or G9a-knockdown group. **(B)** Flow cytometry analysis of apoptosis and necrosis of vehicle or FaDu cells treated with 5 μM BIX-01294. **(C)** Western blot analysis of H3K9 methylations and apoptosis markers (PARP and caspase-3) expression in drug-treated FaDu cells. α-Tubulin is shown as an internal control. **(D)** Western blot analysis of G9a, H3K9me2, autophagy marker p62 and LC3 expression in G9a-knockdown or BIX-01294 treated cells. β-actin is shown as an internal control. **(E)** Photograph of LC3-GFP expression in FaDu cells and the punctuation quantification. Scale bar, 10 μm. Values are presented as mean ± SD of 5 different fields in each group. A significant difference was observed between the groups (**, *p* < 0.01). **(F)** Examination of autophagosome formation by transmission electron microscopy. Arrows denote the autophagosome structure in the cytoplasm of FaDu cells. Scale bar, 1 μm. **(G)** Western blot analysis of autophagic marker expression in FaDu cells with G9a-knockdown and restored with wild-type G9a or dominant-negative G9a (DN-G9a). The proliferation rate was measured by MTT assay (*, *p* < 0.05). **(H)** FaDu cells were treated with DMSO or 5 μM BIX-01294 in the presence or absence of 2 mM 3-MA or 100 μM chloroquine. Cell viability was measured by MTT assay 24 hours later.

### Autophagic cell death is the major consequence of G9a inhibition in HNSCC cells

While investigating the growth inhibition effect, we observed obvious vacuoles in the cytoplasm within G9a knockdown or BIX-01294 treated HNSCC cells. This morphologic change resembles autophagy. Autophagy is a cellular-catabolic mechanism in eukaryotic cells, which sequesters cytoplasmic proteins or organelles into membrane-bound autophagosomes and then the autophagosomes would be transported to lysosome for degradation, both during homeostasis and cellular dysfunction [16,17,20]. We therefore investigated whether inhibition of G9a induced autophagy in HNSCC cells. Biochemical results suggested that knockdown or pharmacological inhibition of G9a increased cleaved LC3 (LC3-II) expression, which is an autophagy marker essential for triggering autophagosome formation [21]. Furthermore, the expression level of p62/SQSTM1, an adapter protein of LC3 binding to ubiquitin [22], was reduced (Figure 3D and Additional file 2: Figure S1A). To gain further insight into the autophagy mechanism triggered by inhibition of G9a, we then used a fluorescence microscope to examine autophagosome formation using FaDu cells stably transfected with GFP-LC3 encoded plasmid. As shown in Figure 3E, knockdown of G9a for 72 hours or treatment with its inhibitors for 24 hours significantly increased LC3 punctuation compared with control cells. Furthermore, electron microscopy clearly displayed the presence of autophagosomes in the cytoplasm (Figure 3F).

To directly examine the role in HNSCC cells of G9a-mediated H3K9 methylations in autophagy, we then restored HA-tagged wild type or catalytically defective form of G9a (DN-G9a), containing N903H and L904E mutations in the SET domain [23], into FaDu cells with G9a knockdown. As shown in Figure 3G, rescuing the cells with wild-type G9a reduced LC3-II but increased p62 expression. Moreover, the cell proliferation rate was also partially restored after G9a re-expression. However, DN-G9a showed no reverse effects on autophagy markers expression and cell proliferation rate (Figure 3G), which suggests that the enzymatic activity of G9a exerts a key role in mediating autophagy in HNSCC.

Dual functions of autophagy have been previously proposed: autophagy-dependent cell survival and autophagy-associated cell death [16]. Pre-treatment to restrain autophagy with lysosome acidification inhibitor chloroquine (CQ) attenuated the inhibition effect on cell viability induced by BIX-01294 (Figure 3H, left). A similar effect was also observed in cells with 3-MA (3-methyladenine) addition, an autophagic sequestration blocker (Figure 3H, right). Together, these findings indicate that the genetic or pharmacological inhibition of G9a that causes growth arrest is worked mainly via activation of the autophagic cell death mechanism.

### Inhibition of G9a activates DUSP4-dependent ERK dephosphorylation to further induce cellular autophagy

To understand the underlying mechanism in the autophagy process mediated by G9a inhibition, we examined several signal transduction pathways involved in autophagy [24-26]. In both FaDu and SAS cells, ERK phosphorylation was dramatically decreased in G9a-knockdown cells (Figure 4A). In order to clarify whether inactivation of ERK is the major autophagy mechanism induced by G9a inhibition, we examined S-6-kinase (p-S6K) protein phosphorylation on T389 residue, which has been demonstrated as dependently activated by ERK-mTOR signaling [27]. As shown in Additional file 4: Figure S3, p-S6K was reduced in FaDu cells treated with BIX-01294, which suggests that ERK inactivation may play an important role in autophagy caused by G9a inhibition. Given the role of G9a in transcriptional control of gene expression, we then performed affymetrix microarray analysis to identify the downstream target correlated with autophagy induction. 

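The arrays compare FaDu cells, an established line from a human hypopharyngeal squamous cell carcinoma, infected with lentivirus carrying an shRNA against G9a (shG9a) or against luciferase (shLuc), a gene that these cells lack. EHMT2, the gene that encodes G9a, was lower in G9a-knockdown cells at its brightest probe set, with a signal of 171 in the shLuc control and 17.6 in the knockdown. The second signal is close to background, so the size of the change is uncertain, with a log2 ratio of −3.28 from these signals and −2.03 with a pseudocount of 32. A dimmer EHMT2 probe set ran the other way, with signals of 32.1 and 44.3, and the third lay near the bottom of the range on both arrays, at 4.32 and 3.62. EHMT1, which encodes the G9a-like protein GLP, had a log2 ratio of −0.05. RNA was taken 72 h after infection and hybridized as biotin-labeled cRNA to Affymetrix U133 Plus 2.0 arrays, 1 array per condition, with 1 of the shRNAs against G9a. No difference between the conditions therefore has a replicate check, and no test or p-value is given.

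The values are the authors' deposited MAS5 signals, 1 linear intensity per probe set and array, without detection calls. The median signal over 54613 probe sets was 17.3 on the shLuc array and 17.1 on the shG9a array, and the 75th percentile was 135 and 118. Log2 ratios of shG9a over shLuc were taken from these signals with no further scaling, no pseudocount and no filter. For each of 19775 genes, the probe set with the highest mean log2 signal stood for the gene. A gene is called measured where the higher of its signals reached the median of that array, which 12904 genes did. The spread between probe sets of one gene gives a scale for single ratios. Its pooled SD on the log2 scale was 1.76 for mean signals below the median, 0.54 up to a signal of 100, 0.31 from 100 to 1000 and 0.16 above. The shG9a array was slightly dimmer for probe sets with mean signals above the array median, but not below it. The median log2 ratio was 0.09 below the median, −0.12 up to a signal of 100, −0.17 from 100 to 1000 and −0.08 above. The 18 hybridization spike-in probe sets, added in equal amounts, had a median log2 ratio of −0.18, and loess scaling raised the ratios of measured probe sets by a median of 0.13. Gene lists are therefore also given as the percentile of their median log2 ratio among 10000 random lists of as many genes with like signals.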

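The chemokine CCL20 had the highest ratio of the genes with signals at or above the median on both arrays, at 42.8 in shLuc cells and 433 in G9a-knockdown cells, or 10.1-fold higher. Next were SHISA2 (5.97-fold higher), the sugar transporter gene SLC2A6 (5.11-fold) and HMOX1, which encodes the stress-inducible heme oxygenase (4.97-fold). NAV3 (4.65-fold), the growth factor gene PDGFB (4.22-fold) and IRAK2, a kinase of interleukin-1 receptor signaling (4.17-fold), followed. SHISA2 went from a signal of 21.6, close to background, to 129, so the size of its change is uncertain. NAV3 had log2 ratios of 2.22 and 2.17 at its measured probe sets but −0.17 by the mean of all, dim ones included. PDGFB was also higher at its other measured probe set, an _s_at one, with signals of 8.15, close to background, and 135. Without _x_at and _s_at probe sets PDGFB was at −0.0080, from dim probe sets only. The nucleoporin gene NUP58 was 5.89-fold higher at its brightest probe set, but its 3 other measured probe sets had log2 ratios between −0.08 and 0.10. LTB, which encodes lymphotoxin beta, went from a signal of 10.4, below the shLuc median, to 169, at least 9.80-fold above that median, while its other measured probe set had a log2 ratio of 0.10. At the other end, the zinc transporter gene SLC39A6 was 10.2-fold lower, with signals of 2649 and 259. KRT4 and KRT13, the keratin pair of the suprabasal layers of mucosal epithelium, were 9.65-fold and 9.44-fold lower, the basal layer keratin gene KRT15 6.32-fold and the keratinocyte surface gene LY6D 6.52-fold. SSU72, a phosphatase of RNA polymerase II, was 7.96-fold lower, and the transcriptional corepressor gene TBL1X went from a signal of 110 to 17.5, close to background. SLC39A6, SSU72 and TBL1X were lower at each of their further measured probe sets. The arrays hold 1 shRNA against G9a, so for these and other genes an effect of G9a loss is not separated from an effect of the shRNA on another transcript.

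Of 17 measured inflammatory NF-kB target genes, 10 were at least 1.5-fold higher and none was lower, with a median log2 ratio of 0.85 at percentile 100 of the random lists. The median was 0.56 with 8 higher under a pseudocount of 32, and 0.50 with 5 higher and 1 lower of 10 measured without _x_at and _s_at probe sets. Besides CCL20, the feedback regulators TNFAIP3 and NFKBIA, chosen after their values were seen, had log2 ratios of 1.86 and 1.40, the second from 1 measured probe set. TNF was at 4.86 and 26.6, close to background, and the lowest members were CXCL1 at −0.29 and CXCL2 at −0.10. Of 19 measured squamous differentiation genes, 12 were at least 1.5-fold lower and none was higher, with a median of −0.95 at percentile 0. Under a pseudocount of 32 the median of these genes was −0.50 at percentile 0.03, with 9 lower. TGM1, the transglutaminase of the cornified envelope, had a log2 ratio of −2.24 and the suprabasal keratin gene KRT10 one of −1.03, both chosen after their values were seen, while the desmosomal cadherin gene DSC2 was highest at 0.24, with its 3 further measured probe sets between −0.58 and −0.09. Of 12 measured basal keratinocyte genes, 3 were at least 1.5-fold lower, among them the integrin gene ITGA6 at −0.96, and none was higher. Their median was −0.35 at percentile 1.01, but −0.16 at percentile 27.3 with 2 genes higher when all probe sets of a gene are averaged.

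At 1.5-fold, 3430 of the 19775 genes were higher and 4678 were lower. Over probe sets, 12414 were higher and 13537 were lower. Of these, 9069 of the higher and 7624 of the lower probe sets had both signals below the array median, where the spread between probe sets of one gene was widest. Among the 12904 measured genes, 1095 were higher and 2574 were lower as deposited, and after loess scaling 1437 and 1856 of the 12907 then measured.

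**Figure D1:**
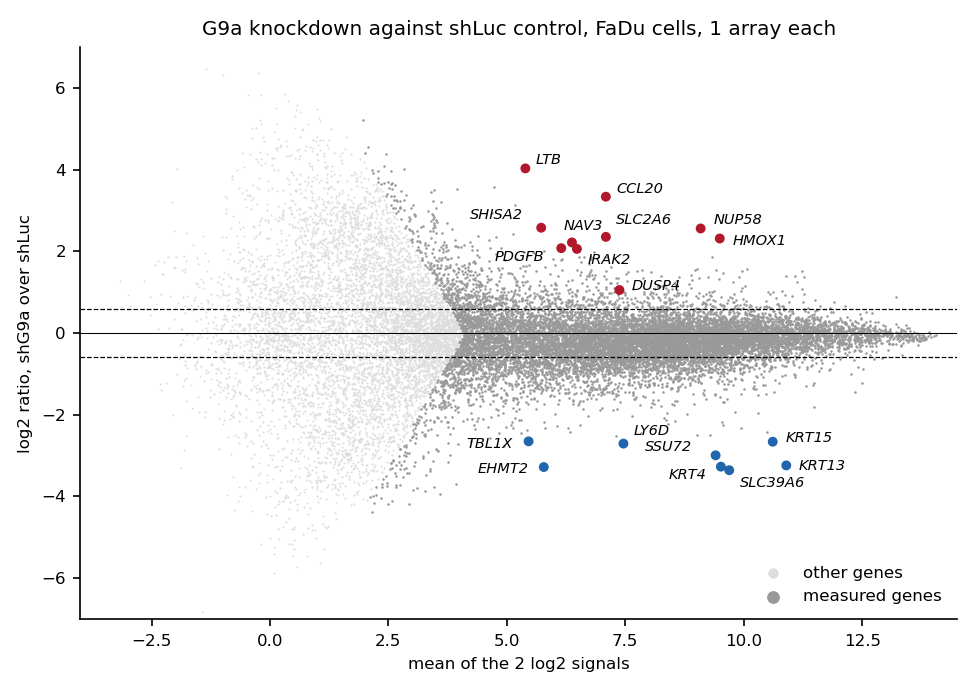
Log2 ratio of shG9a over shLuc for each gene, against the mean of its log2 signals on the 2 arrays. Dark gray points are measured genes, colored points are the genes with the highest and lowest ratios and DUSP4, and dashed lines mark 1.5-fold. CCL20 at 3.34 and SLC39A6 at −3.36 lie far outside the band of other genes of like signal, and the points fan out at low signal.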

We identified a total of 2,326 genes ≥ 1.5-fold upregulated in FaDu cells with G9a-knockdown. Furthermore, an ERK de-phosphatase, dual specificity phosphatase-4 (*DUSP4*) showed more than 2-fold up-regulation (GSE56330). 

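DUSP4 was higher in G9a-knockdown FaDu cells at each of its 3 probe sets. The brightest was at 115 in the shLuc control and 239 in the knockdown, a fold of 2.07, the others at 88.8 and 160 (1.80-fold) and at 78.8 and 213 (2.70-fold). By its brightest probe set DUSP4 ranked 462 from the top among the measured genes, of which 505 were at least 2-fold higher. Of the 21 measured genes of the DUSP family, 5 were at least 1.5-fold higher and 5 were lower. With a pseudocount of 32 these counts were 2 and 1. The median log2 ratio of the family was −0.12 as deposited, at percentile 72.4, and 0.04 after loess scaling. DUSP6, another ERK phosphatase, chosen after its values were seen, had a log2 ratio of 1.14. DUSP8 (6.57 and 22.7) and DUSP15 (10.5 and 25.4) had higher ratios at signals close to background. DUSP9 was lower, at 35.6 and 13.7, as was DUSP1, which encodes an inducible MAP kinase phosphatase, at −0.89.

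Of 20 measured ERK output genes, a list of transcripts known to follow ERK activity that includes DUSP4 and DUSP6, 10 were at least 1.5-fold higher and 4 were lower. Their median log2 ratio was 0.65, at percentile 100 of the random lists. The feedback genes SPRY4 (11.1 and 36.3) and SPRY2 (0.79), the receptor gene EPHA4 (9.62 and 30.8), the AP-1 gene FOSL1 (1.36), PHLDA1 (1.17) and IER3 (1.51) were among the higher ones. The immediate early genes FOS and EGR1 were lower, at −1.44 and −0.73, and so was MYC at −0.71. SPRY2, FOSL1, PHLDA1, IER3 and MYC were chosen after their values were seen. Of 22 measured components of the ERK, AKT, AMPK and mTOR pathways, 7 were at least 1.5-fold lower and none was higher, with a median of −0.33 at percentile 7.43. After loess scaling 4 were lower. The percentile was 48.7 without _x_at and _s_at probe sets and 1.84 with a higher signal of at least 100, a filter chosen after seeing the data. The lowest were MTOR (−1.11, its other probe set below the array median) and AKT2 (−1.11) and the highest RICTOR (0.29, with others from −0.38 to 0.76) and MAP2K1 (0.25). MAPK3, which encodes ERK1, was at −0.63, AKT1 at −0.44, TSC1 at 0.14 and RPS6KB1 at 0.04. Probe sets disagreed for TSC2, at −0.56 and 0.97, for PRKAA1, at 0.10 with others from −0.95 to 0.56, and for PRKAA2, at 0.01 with others from −2.22 to −0.27.

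Of 40 measured genes of the autophagy machinery, 6 were at least 1.5-fold lower and none was higher, and their median of −0.15 lay at percentile 60.3. After loess scaling 3 were at least 1.5-fold higher and 6 lower, with 20 above 0 and 20 below and a median of −0.01. The lowest were the autophagy receptor genes TAX1BP1 at −1.38 and BNIP3L at −1.25. The highest were BNIP3 at 0.58, whose other probe set was at 0.04, and ATG16L1, of the LC3 lipidation complex, at 0.52. Of 24 measured lysosomal genes, 4 were at least 1.5-fold lower and none was higher, with a median of −0.10 at percentile 58.2, and after loess scaling 2 were lower. SCARB2 (−1.18) and TPP1 (−1.02) were lowest, with further measured probe sets up to 0.84 and 0.12, and NPC1 (0.32) and GLA (0.17) highest. The paper describes DUSP4 as an ERK de-phosphatase and, after real-time PCR and a correlation with G9a in tumor specimens (Figure 4B, C and D), asks whether its activation may contribute to ERK inactivation and autophagy.

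**Figure D2:**
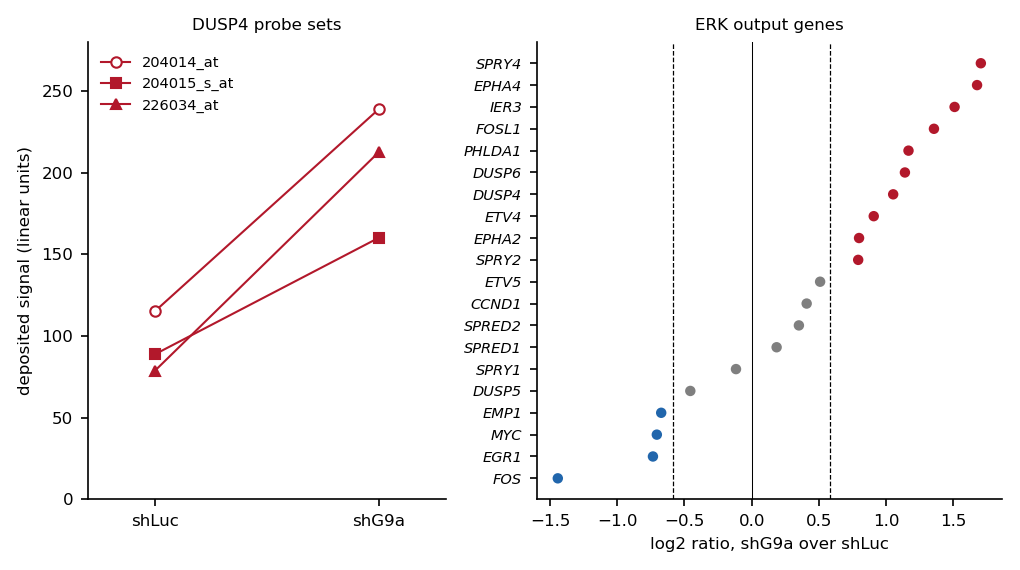
Left, deposited signal of the 3 DUSP4 probe sets on the shLuc and shG9a arrays, 1 array each, joined by lines. Right, log2 ratio of shG9a over shLuc for the 20 measured ERK output genes, with dashed lines at 1.5-fold and red and blue points for genes past it. Each DUSP4 probe set is higher on the shG9a array, and FOS at −1.44 lies lowest among the ERK output genes.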

We confirmed the expression of *DUSP4* by real-time PCR analysis in two HNSCC cell lines with genetic or pharmacological inhibition of G9a (Figure 4B and C). Moreover, we observed a negative correlation with significance between *G9a* and *DUSP4* in 20 HNSCC tumor specimens (Figure 4D). To address whether G9a-inhibition induced DUSP4 activation may contribute to ERK inactivation and autophagy, we introduced a doxycycline (Dox)-inducible shG9a transgene (pTRIPZ-shG9a) into FaDu cells and established a stable clone by puromycin selection. The results revealed that Dox treatment combined with DUSP4 knockdown suppressed LC3-II expression and reversed colony formation, compared with cells receiving Dox treatment alone. Furthermore, ERK activation was then abolished. Remarkably, addition of ERK phosphorylation inhibitor U0126 compensated for the effects in cells with DUSP4 and G9a knockdown (Figure 4E and F), demonstrating that autophagy induced by G9a inhibition was mainly mediated through the DUSP4-dependent ERK inactivation mechanism.

**Figure 4:**
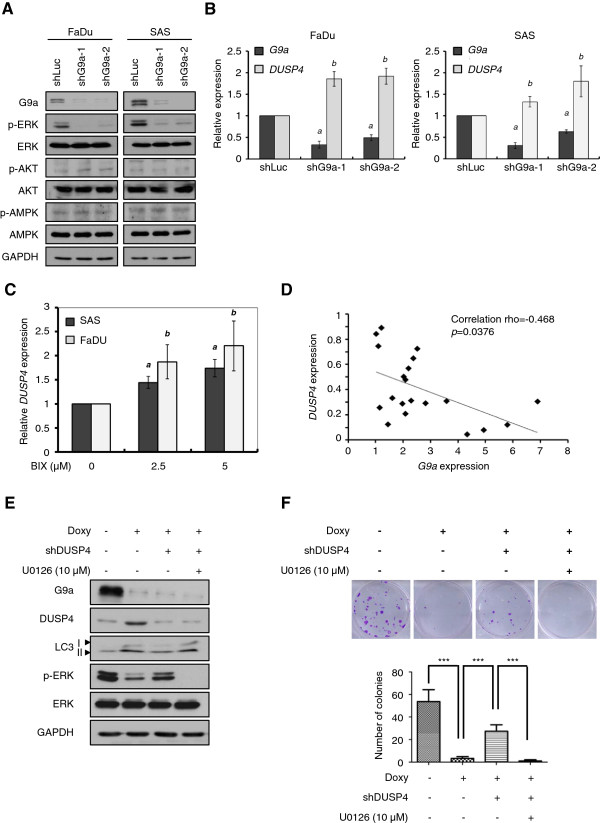
**Inhibition of G9a induces the DUSP4-ERK-mediated autophagy mechanism in HNSCC cells. (A)** Lysates from control or G9a-knockdown cells of FaDu or SAS cells were subjected to western blot analysis for examination of autophagy-related signaling pathways. **(B)** Quantitative real-time PCR analysis of *G9a* and *DUSP4* expression in control or G9a-knockdown FaDu or SAS cells. *a*, *G9a* expression in G9a-knockdown cells compared with shLuc-containing lentivirus-infected controls. *b*, *DUSP4* expression in G9a-knockdown cells compared with shLuc-containing lentivirus-infected controls, *p* < 0.01. **(C)** Quantitative real-time PCR analysis of *DUSP4* expression in controls or BIX-01294 treated FaDu or SAS cells for 24 h. *a*, *DUSP4* expression in SAS cells treated with 2.5 or 5 μM BIX-01294 compared with untreated controls. *b*, *DUSP4* expression in FaDu cells treated with 2.5 or 5 μM BIX-01294 compared with untreated controls, *p* < 0.05. **(D)** The spearman correlation between G9a and DUSP4 mRNA expression of tumors from 20 HNSCC patients. **(E)** Cell lysates from FaDu cells expressing a combination of inducible-knockdown of G9a, transient knockdown of DUSP4 and 10 μM U0126 treatment were subjected to western blot to analyze the indicated proteins. **(F)** The clonogenic cell survival assay of FaDu cells expressing a combination of inducible-knockdown of G9a, transient knockdown of DUSP4 and 10 μM U0126 treatment. Significant differences were determined between the groups (***, *p* < 0.001).

### Inhibition of G9a causes autophagy and suppresses tumor growth in vivo

To assess the relevance of autophagy in a tumor setting, we established a mouse xenograft model by orthotopic injection of FaDu cells stably expressing Dox-inducible shG9a transgene. Two weeks after implantation, 17 mice were randomly grouped into two sets, fed them with either a normal diet or a doxycycline-containing diet. The results revealed that bioluminescence intensity (Figure 5A) and tumor weight (Figure 5B) both decreased in the mice fed the diet containing doxycycline. Furthermore, induction of G9a-knockdown increased LC3-II and DUSP4, but decreased p62 expression (Figure 5C). Taken together, these findings reveal the importance of G9a in regulating the growth of HNSCC. Knockdown of G9a or inhibition of its catalytic activity induced DUSP4 transcriptional activation, which would inactivate ERK signaling to cause autophagic cell death.

**Figure 5:**
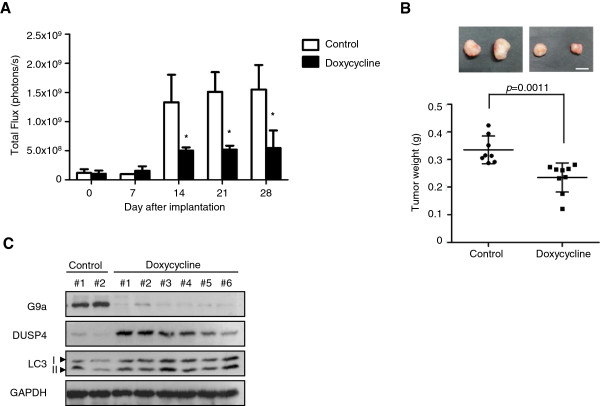
**Inhibition of G9a induces autophagy and displays anti-tumor effects in a xenograft mouse model. (A)** FaDu cells stably expressing luciferase-containing vectors with inducible-knockdown of G9a were orthotopically injected into mice. Tumors from eight mice fed with a control diet or nine mice fed with a diet containing doxycycline were quantified by measuring photon influx. A significant difference was determined between the groups (*, *p* < 0.05). **(B)** Tumors of mice were weighed after sacrifice. **(C)** Tumor lysates were subjected to western blot to analyze the indicated proteins.

## Discussion

Alteration of epigenetic patterns, which cause oncogene activation or silencing of tumor suppressor genes, has been considered a vital molecular event in the progression of HNSCC [28]. The polycomb group protein enhancer zeste (EZH2), a specific methyltransferase for H3K27, has also been demonstrated to be up-regulated in HNSCC and is related to the growth and ability to metastasize via induction of epithelial-mesenchymal transition gene transcription [29,30]. Furthermore, histone deacetylase enzymes (HDACs) deacetylating amino acid residues in the histone tail are abundantly expressed in HNSCC and function as a modulator for cancer cell growth through negatively regulated insulin-like growth factor binding protein (IGFBP) [31]. Indeed, the HDAC inhibitor, romidepsin, is now being applied in phase II clinical trials of patients with HNSCC. Although its clinical efficacy is still less than optimal, these studies nonetheless provide valuable epigenetic targets for future anti-cancer strategies [32]. In this study, we identified the clinical significance and the predominant role of histone methyltransferase G9a depletion or inactivation of G9a, which suppresses in vitro cell growth and in vivo tumorigenecity, findings that suggest G9a provides the growth advantage of HNSCC. These findings not only support the possibility that the reversibility of the epigenetic process may be a plausible way to destroy cancers, they also provide another target of epigenetic regulators for drug treatment of HNSCC.

This study found that G9a expression is higher in tumor tissues compared to normal adjacent tissues and is significantly correlated with Ki-67 proliferation markers. Interestingly, we also noticed that G9a and Ki-67 present similar distribution patterns, centralized at the basal layer, in the proliferative compartment for normal epithelium [33], but not in other squamous cells in the normal epidermis (Figure 1A and Additional file 5: Figure S4). These findings point to the hypothesis that maintenance of high G9a expression levels may be necessary for both normal basal layer cells and tumor cells to sustain their highly proliferative properties. This phenomenon is further supported by the dramatic decrease of cell proliferation after G9a depletion or enzymatic inhibition in HNSCC cells. G9a plays an important role in the organization of chromatin and regulation of gene expression. Similarly, recent reports have also demonstrated that inhibition or deletion of G9a reduced the proliferation rate of normal bronchoepithelial NHBE cells [34] and resulted in defective development [6,35]. These data also suggest that the proliferative effects of G9a are highly dependent on its histone methylatransferase activity. Indeed, G9a was previously found to epigenetically suppress *p21* mRNA transcription in fetal pulmonary arterial smooth muscle cells, which is an important G1 phase CDK inhibitor [36]. Accordingly, our microarray analysis also found that knockdown of G9a up-regulates *TP53* but down-regulates *CDK* transcription in HNSCC cells. 

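On the arrays of FaDu cells, 12 of 17 measured genes of the CDK family had log2 ratios below 0 in G9a-knockdown over shLuc cells and 5 had ratios above 0. CDK10 (−1.45, other measured probe sets at −1.32 and −0.64), CDK14 (−0.90, other at −0.19) and CDK20 (−0.76) were at least 1.5-fold lower. CDK18 was at least 1.5-fold higher, but from signals of 13.7 and 26.3, close to background. Of the kinases that drive the cell cycle, CDK1 (−0.03), CDK2 (0.11) and CDK4 (−0.03) were near 0. CDK6 was at 0.31, with 5 of its 6 other measured probe sets above 0, in a range from −0.26 to 0.64. The transcriptional kinases CDK7 (−0.55), CDK8 (−0.47), CDK9 (−0.20) and CDK12 (−0.48) were lower by less than 1.5-fold at their brightest probe sets. Further measured probe sets lay at −0.67 and −0.25 for CDK8 and between −0.84 and 1.45 for CDK12, where 3 of 6 were at least 1.5-fold lower and the highest was close to background. CDK13 was at 0.41 at its brightest probe set and between −0.71 and −0.14 at its 4 other measured ones. CDK5 was at −0.42 and CDK16 at −0.01, with other measured CDK16 probe sets at −0.57 and −0.12. The rest were CDK17 at 0.03 (its other measured probe set at 0.72) and CDK19 at −0.04 (others at −0.24 and −0.85). CDK15 was not measured above the array median. The median of the 17 genes was −0.04, at percentile 84.0 of random lists with like signals. After loess scaling it was 0.03, with 8 genes below 0 and 9 above. Its place among random lists turned with the rule for probe sets, to percentile 20.2 by the mean of all probe sets of a gene (median −0.25) and 48.7 by their median (−0.14), with 13 of 17 genes below 0 in both.

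Of 7 measured CDK inhibitor genes, 3 were at least 1.5-fold higher and 1 was lower. CDKN1A, which encodes p21, was 2.61-fold higher, with signals of 188 and 493 at its 1 probe set. CDKN2B, which encodes p15, was 1.90-fold higher and CDKN1B, which encodes p27 and was named after its value was seen, had a log2 ratio of 0.59. CDKN2A was lower at −1.11, and the next lowest was CDKN3 at −0.39. The median of the 7 was −0.05 at percentile 72.2, and 0.13 after loess scaling. It was 0.31 at percentile 98.5 by the mean of probe sets (6 measured) and −0.34 at percentile 18.0 without _x_at and _s_at probe sets (5 measured), so neither its sign nor its place is settled. Of 36 genes of proliferation and the cell cycle, all measured, 6 were at least 1.5-fold lower and 1 was higher, with a median of −0.26 at percentile 0.56 (after loess scaling 4 lower, 2 higher and a median of −0.13 at percentile 1.18). MKI67, which encodes Ki-67, was at −0.61 and between −0.69 and −0.22 at its 3 other probe sets. CCNE1, which encodes the G1/S cyclin E1, and E2F1, a transcription factor of S phase genes, were lowest at −1.50 and −1.38. The highest were the phosphatase gene CDC25A at 0.94 and the checkpoint kinase gene BUB1 at 0.43.

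**Figure D3:**
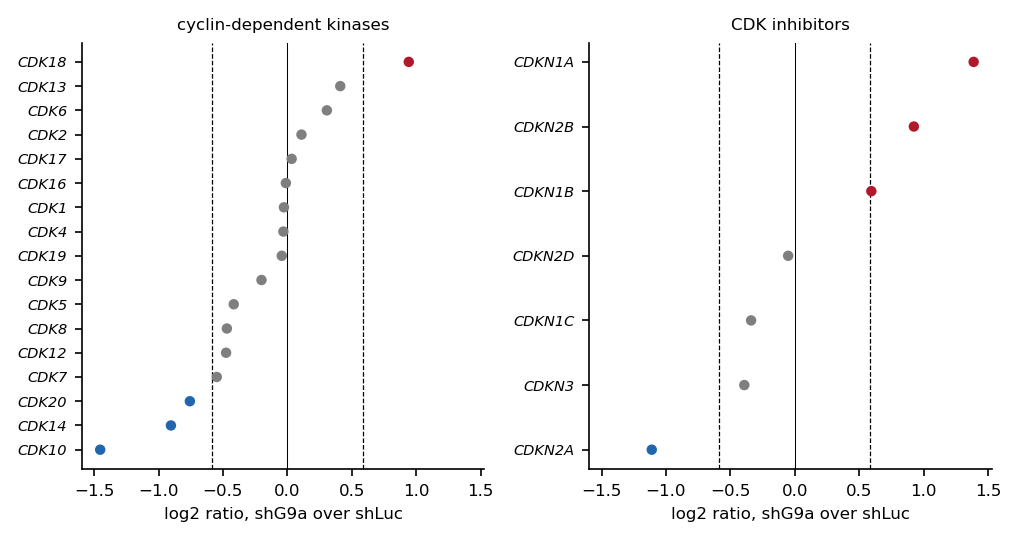
Log2 ratio of shG9a over shLuc for the 17 measured CDK genes (left) and the 7 measured CDK inhibitor genes (right), 1 array per condition. Dashed lines mark 1.5-fold, and red and blue points are genes past it. CDK10 lies lowest at −1.45 and CDKN1A highest at 1.39. After loess scaling, 9 of the 17 CDK genes lie above 0.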

Tumor p53 is a sequence specific transcription factor. Its transcription activity is critical for tumor suppression [37,38]. Recently, it has also been found that G9a inactivates p53 in a transcriptionally independent manner. Other study provides evidence that the G9a-GLP complex methylates p53 protein on Lys^373^ residue and inactivates the growth suppression function of p53 in breast and lung cancer cells [8]. Although the underlying mechanisms of HNSCC remain to be explored, it is possible that G9a epigenetically directs the growth advantage for cancer cells by suppressing key regulators in apoptosis or the cell cycle through multiple routes.

Autophagy has emerged as an important stress response induced by nutrient depletion or drug treatment. Key molecules that modulate autophagy, such as AMPK and TSC1/2, are known to be important in regulating cell survival and proliferation in different kinds of cancer cells [16]. Recently, G9a was also identified as involved in the regulation of the autophagy response. However, there seem to be multiple mechanisms underlying G9a-regulated autophagy and may involve tissue specific pathways. A previous study has shown that pharmacological inhibition of G9a induces autophagy under hypoxia in pancreatic cancer cells via transcriptional upregulation of *BNIP3*, a pro-apoptotic member of the Bcl-2 family [39]. In osteosarcoma cells, autophagy is induced by G9a suppression, which then causes down-regulation of serine-glycine biosynthetic genes *PHGDH* and *SHMT*, suggesting that a G9a-dependent epigenetic program in the control of cell metabolism sustains cancer growth and survival [40]. Furthermore, prior studies also provide evidence that inhibition of G9a leads to reactive oxygen species (ROS) accumulation and then activates autophagic cell death in breast and colon cancer cells [15]. Oxidative stress has been demonstrated to promote autophagy through multiple pathways, including induction of ER stress, NF-κB activation and mTOR inhibition [41]. Similarly, we also noted that knockdown of G9a in both HNSCC and colon cancer cells increased endogenous ROS generation, although its role is not elucidated in this study. Therefore, we suggest ROS may also likely be involved in G9a inhibition-induced autophagy in HNSCC. In addition, another study provided evidence that G9a directly binds to the *LC3* promoter in naïve T cells to execute transcriptional silencing of *LC3*. Thus, inhibition of G9a would activate *LC3* expression and initiate autophagy [42]. However, it may not induce p62 decreasing autophagic flux, a finding that differs from our study (Figure 3D and G). G9a has been demonstrated to cooperate with different transcription factors at chromatin regions to trigger epigenetic regulation for maintaining various physical functions [43]. It interacts with C/EBPβ to regulate *PPARγ* expression during adipogenesis [44]. Furthermore, it may also bind with YY1 to suppress *JAK2* to block leukemogenesis [45]. Therefore, we suggest it is possible that the complexity of the G9a-associated transcriptional complex may cause a diversity of autophagy mechanisms in various tissues.

DUSP4, also known as mitogen-activated protein kinase phosphatase-2 (MKP-2), is a dual serine-threonine/tyrosine phosphatase that specifically inactivates JNK, p38, and ERK [46,47]. A previous study showed that DUSP4 is widely expressed in different tissues and implicated in cancer development. Its expression is down-regulated in serous carcinomas, in contrast to ovarian serous borderline tumors and action through uncoupling activation of the RAS-RAF-MEK-ERK-MAPK pathway, which is a typical survival signal pathway in cancers [48]. Decreased expression of DUSP4 is associated with advanced tumor stage, lymphatic and vascular invasion, and liver and lung metastases in colorectal cancer. [49]. In addition, deregulation of DUSP4 activity contributes to sustaining ERK signaling, resulting in oncogenic transformation in lung cancer cells [50]. In this study, we reveal that inhibition of G9a attenuates cell proliferation through a DUSP4-mediated pathway, consistent with the above literature supporting that DUSP4 represents a tumor suppressor. Furthermore, we also provide substantial evidence that instead of activating AMPK, ERK dephosphorylation by DUSP4 is the major mechanism of autophagic cell death in HNSCC cells and is triggered by G9a inhibition (Figure 4E and F). ERK inactivates tuberous sclerosis (TSC) complex, leading to mTOR activation, and then promotes its downstream target S6K phosphorylation on Threonine 389 (T389) residue, one of the common signals controlling cellular growth and autophagy inhibition [27,51]. Consistent with previous findings, we observed that ERK inactivation and S6K T389 dephosphorylation in G9a-inhibited cells in HNSCC (Figure 4A and Additional file 2: Figure S1), implying that G9a may activate ERK-TSC-mTOR signaling during HNSCC cell growth. Once G9a is suppressed, it leads in turn to mTOR inactivation and gives rise to the autophagic flux.

## Conclusions

In summary, our findings demonstrate that G9a plays a vital role in controlling the switch of growth and death signals in HNSCC. Inhibition of G9a elicits autophagic cell death via a DUSP4-dependent ERK inactivation mechanism, suggesting that targeting G9a is a plausible way to induce death initiation signaling in HNSCC. This study not only sheds light on a novel downstream mechanism regulated by G9a but also provides proof for the possibility that targeting G9a may offer an additional avenue for curing HNSCC.

## Materials and methods

### Cell cultures

The FaDu (ATCC HTB-43, human pharyngeal squamous cell cancer) cell line was purchased from American Type Culture Collection (Manassas, VA) and the SAS (human tongue squamous cell cancer) cell line was obtained from Japanese Collection of Research Bioresources (JCRB cell bank, Japan). The two cell lines were maintained in RPMI-1640 and Dulbecco’s modified Eagle medium (Bibco BRL, Grand-Islands, NY, USA) supplemented with 10% fetal bovine serum, 2 mM L-glutamine, 100 U/ml penicillin and 0.1 mg/ml streptomycin at 37°C in a humidified atmosphere with 5% CO_2_.

### Chemicals

G9a enzymatic inhibitors, BIX-01294 and UNC0638, autophagy-inhibitors, 3-methyadenine (3-MA) and chloroquine (CQ) were purchased from Sigma–Aldrich, St. Louis, MO, USA. MAPK/ERK kinase inhibitor, U0126, was purchased from Cell Signaling Technology, Danvers, MA, USA.

### Immunohistochemistry (IHC)

The study was approved by the National Taiwan University Hospital Ethics Committee. Paraffin-embedded tumor blocks were dewaxed and pretreated in citric acid buffer solution (pH 6.0) (for ki67 staining) or boric acid solution (for G9a staining) by microwave boiling for 15 min to retrieve the antigens. Sections were then incubated with 1% H_2_O_2_ in methanol for 15 min at room temperature to block endogenous peroxidase; they were then blocked with 3% bovine serum albumin for 1 h at room temperature. Staining was performed at 4°C overnight with the indicated antibodies, anti-G9a (R&D Systems, Minneapolis, MN, 1:100) and Ki-67 (GeneTex, 1:100). Sections were incubated with immunoglobulin G (IgG)-biotinylated secondary antibodies (BioGenex) for 40 min then incubated with streptavidin peroxidase (BioGenex) for 30 min at room temperature. Visualization was achieved using 0.03% diaminobenzidine tetrahydrochloride substrate for 3 min, and then sections were counterstained with Mayer’s hematoxylin and mounted. We classified staining intensity having as low (negative and focal expression less than 20% of tumor cells) and high (diffuse expression in more than 20% of tumor cells) expression.

### Lentiviral infections

Lentiviral constructs expressing G9a shRNA, DUSP4 shRNA or control luciferase shRNA were purchased from the National RNAi Core Facility Platform in Academia Sinica, Taipei, Taiwan. The lentiviruses were prepared by co-transfecting shRNA-expressing plasmid, pCMVdeltaR8.91 and pMD2.G into 293 T cells using calcium phosphate. The supernatants were harvested and used to infect cells in medium, which contained 8 μg/ml polybrene (Sigma–Aldrich). Cell medium was replaced and fresh growth medium was added after 24 h. Cells were harvested for the following experiments 72 h later.

### Lipofectamine transient transfection

Cells were transiently transfected with pcDNA3.1-G9a-HA or catalytically inactive dominant negative G9a (pcDNA3.1-G9a-DN-HA) using Lipofectamine 2000 reagent (Invitrogen, Carlsbad, CA, USA) in serum- and antibiotic-free medium. Eight hours later, we changed the media to growth medium and incubated them at 37°C in a humidified atmosphere with 5% CO_2_ for 72 h.

### Western blot analysis

Cells were washed with ice-cold phosphate-buffered saline (PBS) and then solubilized with protease inhibitor (Upstate Biotechnology, Temesula, CA, USA)-containing RIPA buffer. Lysates were immunoblotted with indicated antibodies, anti-G9a, anti-DUSP4, anti-p-AMPK, anti-AMPK, anti-S6K and anti-p-S6K (T389) (Cell Signaling Technology), anti-H3K9me1 (Millipore, MA, USA), anti-GLP, anti-H3K9me2, anti-histone 3, anti-LC3B (Abcam), anti-H3K9me3, anti-caspase 3, anti-PARP, anti-p62, anti-β-actin anti-GAPDH, anti-α-tubulin (GeneTex), anti-p-Akt, anti-Akt, anti-p-ERK and anti-ERK (Santa Cruz Biotechnology, Santa Cruz, CA).

### Cell proliferation and viability assay

Cells were seeded in 96-well plates (2x10^3^ cells/well). We determined their growth rate and viability by MTT (3-(4,5-Dimethyl-2-thiazolyl)-2,5-diphenyl-2H-tetrazolium bromide) assay (Sigma–Aldrich). The formazan crystals resulting from mitochondrial enzymatic activity on the MTT substrate were solubilized with dimethyl sulfoxide and the light absorbance was measured at 570 nm with a spectrophotometer.

### Clonogenic assay

Cells were seeded in 6-well plates (5×10^2^ cells/well) in 3 ml of growth medium at 37°C in a 5% CO_2_ atmosphere overnight. BIX-01294 or vehicle (sterile H_2_O) was added at concentrations indicated for 24 h. The drug-containing medium was then removed and fresh growth medium was added to keep cells growing for ten days. Colonies were fixed with 100% methanol at room temperature for 10 min and stained with 0.058% crystal violet. Colonies containing more than 50 cells were counted.

### Anchorage-independent cell growth assay

Cells were suspended in 24-well plate (5×10^2^ cells/well) with growth medium containing 0.35% agarose over a 0.5% agarose base layer at 37°C in a 5% CO_2_ atmosphere. Three weeks later we counted the number and the diameter of foci.

### 5-bromo-2’-deoxyuridine (BrdU) incorporation assay

Cells were seeded in 6-well plates (3×10^5^ cells/well). After BIX-01294 treatment, BrdU labeling solution (Roche, Palo Alto, CA) was added into each well for 1 h at 37°C. After fixation by 2% paraformaldehyde for 15 min at room temperature and PBS washing for 3 times, cells were incubated with BrdU antibody (Abcam, 1:250) for 1 h at 37°C. Cells were then washed with PBS and incubated with alkaline phosophatase (AP) conjugated secondary antibody (Abcam) at room temperature for 16 h. After PBS washing, the cells were treated with colorsubstrate solution (Pierce, IL, USA) at room temperature for 20 min. The stained cells were photographed and 5 randomly chosen visual fields were counted to determine the percentage of BrdU positive cells.

### Annexin V and propidium iodide (PI) double staining and flow cytometry analysis

Cells were washed twice with ice-cold PBS and resuspended in staining buffer at a concentration of 1×10^6^ cells/ml. We performed Annexin V and PI staining using the Annexin V-FITC Apoptosis Detection Kit (BD Biosciences, San Jose, CA, USA) according to the manufacturer’s instructions. Stained cells were immediately analyzed by BD LSRII Flow Cytometer.

### Examining autophagosomes with GFP-LC3 using fluorescence microscopy

Cells were transfected with GFP-LC3 (pcDNA-6.2-EmGFP-LC3) expressing plasmid with the Lipofectamine 2000 reagent (Invitrogen) and stable expressing clones were selected by blasticidin (10 μg/mL). The localization of LC3 was examined by fluorescence microscopy (Zeiss Axiovert 200 M).

### Transmission electron microscopy

Cells were grown on plastic coverslips and fixed in Karnovsky's fixative (2% paraformaldehyde and 5% glutaraldehyde in 0.1 M cacodylate, pH 7.4) followed by osmium tetroxide. Samples were then dehydrated in ethanol, infiltrated and embedded with TAAB Low Viscosity Resin (TLV) mixture at 60°C for 24 h and sectioned to 80 nm in thickness on 300 mesh copper slot grids. Analysis was performed by transmission electron microscopy (JEOL, JEM-1400) by the Department of Pathology, National Taiwan University Hospital.

### Affymetrix microarray

Labeled probes for Affymetrix microarray analysis were prepared according to the manufacturer’s instructions. Briefly, mRNA was transcripted into Biotin-labeled cRNA in vitro, and then fragmented and hybridized to Human U133 2.0 plus array (Affymetrix Inc., Santa Clara, CA). DNA chips were scanned with the Affymetrix GeneChip scanner, and the signals were measured by GeneSpring GX software.

### Quantitative real-time PCR analysis

RNA from cells was extracted using Trizol (Invitrogen) following the acid guanidium thiocyanate-phenochloroform method. The RT-PCR was performed according to the manufacturer’s protocol using the SuperScript III First-Strand Synthesis System (Invitrogen). We performed real-time PCR experiments using SYBR green reaction mix (KAPA, Woburn, MA, USA) following the manufacturer’s instructions. Primer sequences used are shown in Additional file 6: Table S1.

### Xenograft tumorigenesis model

This study used seventeen non-obese, severly diabetic, female mice with immunodeficient (NOD-SCID) (6–8 weeks old) housed under pathogen-free conditions. In the orthotopic implantation model, FaDu stable clones with inducible-knockdown of G9a expressing plasmid (1×10^6^ cells/mouse) are injected into the upper left side of the month and fed with a control diet. Two weeks later, one group of mice was fed with a doxycycline-containing diet to induce knockdown of G9a. Tumor imaging was performed by intraperitoneal administration of 150 μg/ml luciferin (Biosynth, A.G., Switzerland) and bioluminescence technology (NightOWL LB981 imaging system or Xenogen IVIS-100 imaging system). Photons emitted from specific regions were quantified using Living Image® software (Xenogen Corporation). Six weeks after implantation, the mice were sacrificed and the tumor weights were measured. The use of animals for this study was approved by the National Taiwan University College of Medicine Institutional Animal Care and Use Committee.

### Statistical analysis

All in vitro experiments were performed at least three times. The results are presented as the mean ± SD. One-tailed Student’s *t*-test was performed to analyze differences between experimental groups. Statistical analysis of clinical pathological correlations was performed using the chi-square exact test. All statistical tests included two-way analysis of variance. A *p* value of <0.05 was considered statistically significant in all cases.

### Accession numbers

The NCBI Gene Expression Omnibus (GEO) accession number for the microarray data reported in this paper is GSE56330.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

Conception and design: KTH, MLK and CTT. Experiments and data analysis: KCL, YSL and KJY. Clinical pathology analysis: CYS. Provision of animal study: MH. Writing and reviewing the manuscript: KCL, KTH, MLK and CTT. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S2 Correlation between Ki-67 and G9a expression in tumor sections of 108 HNSCC patients. Click here for file

Additional file 2: Figure S1 Inhibition of G9a activity by UNC0638 treatment decreases cell growth and induces autophagy in SAS cells. **(A)** Immunoblot analysis of autophagy marker LC3 expression of SAS cells treated with various doses of UNC0638 (UNC) for 24 h. **(B)** The clonogenic cell survival assay of UNC treated cells (**, *p* < 0.01). Click here for file

Additional file 3: Figure S2 Inhibition of G9a decreases BrdU incorporation in FaDu cells. The DNA synthesis was examined by BrdU incorporation assay. **(A)** The photograph and quantification results of FaDu cells with G9a knockdown for 72 h. **(B)** The photograph and quantification results of FaDu cells with BIX-01294 treatment for 24 h. Scale bar, 100 μm (***, *p* < 0.001). Click here for file

Additional file 4: Figure S3 Inhibition of G9a activity decreases mTOR substrate S6K phosphorylation in FaDu cells. Anti-phospho-p70S6K (T389) immunoblot analysis of FaDu cells treated with various doses of BIX-01294 for 24 h. Click here for file

Additional file 5: Figure S4 G9a co-expressed with Ki-67 in the basal layer of normal tissues sectioned from HNSCC patients. The expression of G9a and Ki-67 proteins were analyzed by IHC staining of normal squamous epithelium from TMA. Click here for file

Additional file 6: Table S1 Primer sequence used for real-time PCR analysis. Click here for file

# Supplementary material for: Inhibition of G9a induces DUSP4-dependent autophagic cell death in head and neck squamous cell carcinoma
**Source:** Mol Cancer. 2014 Jul 15;13:172. doi: 10.1186/1476-4598-13-172
**Supplement:** Additional file 1: Table S2 — Correlation between Ki-67 and G9a expression in tumor sections of 108 HNSCC patients.

|                                |       | G9a expression |      |       |
|--------------------------------|-------|----------------|------|-------|
|                                |       | low            | high | Total |
| Ki-67 expression               | low   | 37             | 31   | 68    |
|                                | high  | 12             | 28   | 40    |
|                                | Total | 49             | 59   | 108   |
| t-test, <i>p</i> value <0.0001 |       |                |      |       |

# Supplementary material for: Inhibition of G9a induces DUSP4-dependent autophagic cell death in head and neck squamous cell carcinoma
**Source:** Mol Cancer. 2014 Jul 15;13:172. doi: 10.1186/1476-4598-13-172
**Supplement:** Additional file 6: Table S1 — Primer sequence used for real-time PCR analysis.

| gene         | sense                 | antisense              |
|--------------|-----------------------|------------------------|
| <i>G9a</i>   | CAAGGAGGAGGACGGTTCCAC | TCGATGTGCTTGTGCTCTGC   |
| <i>DUSP4</i> | GTACAAGTGCATCCCAGTGGA | CTTCATCATCAGGTAGGCCAGG |
| <i>GAPDH</i> | ATCAGCAATGCCTCCTGCAC  | GTGATGGCATGGACTGTGGTC  |

How the deposited data were processed for this re-analysis (not part of the article)

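RNA from FaDu cells was measured on 2 Affymetrix U133 Plus 2.0 arrays, 1 for shLuc control cells and 1 for cells with an shRNA against G9a, both 72 h after lentiviral infection. The authors' deposited table holds 1 intensity per probe set and array on a linear scale, with values for 54675 probe sets. The submitters' processing notes name MAS5, and the methods name GeneSpring GX for the signals. The MAS5 version, its settings and the target of any scaling are not given in the sources used here. The 2%-trimmed means of the 2 arrays were 179 and 164, so the arrays do not share a common trimmed mean over all probe sets. The table was used without detection calls.

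The 62 control probe sets were left out of all counts. Of the other 54613, 41091 carried 1 gene symbol in the platform annotation, 1801 carried several and 11721 carried none here, and genes were named from the first group only. The gene identifiers of 41037 of these were found in a RefSeq gene table, and no symbol needed an update. Log2 ratios of shG9a over shLuc were computed from the deposited intensity without scaling, pseudocount or filter, and the probe set with the highest mean log2 signal stood for each of 19775 genes. A fold threshold of 1.5 was taken from the paper. With 1 array per condition, no test was run and no p-value is given, and the number of arrays limits the precision.

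The gene lists, 28 in all, the design, the rule for named genes and the alternatives, except a filter at a signal of 100, were fixed before the data were examined. Percentiles of list medians come from 10000 random lists that draw each member from the 200 genes nearest to it in mean log2 signal, and describe these 2 arrays only. Named genes are the 8 highest and 8 lowest ratios among genes with signals at or above the array median on both arrays, up to 4 highest and 4 lowest that pass from below the median of one array to the 75th percentile of the other or the reverse, given as at least a fold against the median (1 gene higher and 0 lower met this), the genes the paper names, and up to 2 highest and 2 lowest measured members of each list described. Other genes named are marked as chosen after their values were seen. A gene that the Discussion names is not analysed here, and 1 of the lists, which stays in the counts over lists, and some members of the others are not reported here.

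The 3' to 5' signal ratio of the GAPDH control probe sets was 0.901 on the shLuc array and 0.921 on the shG9a array, and that of ACTB was 1.19 and 1.13. The 24 poly-A spike-in probe sets had a median log2 ratio of −0.04 with an SD of 0.16. Of the measured genes at least 1.5-fold higher, 367 had further measured probe sets, and in 68.4% of these genes all of them lay on the same side of 0. For the lower genes this was 73.0% of 1102. Alternatives, 13 in all, covered scaling (median centring, quantile normalization, loess with a span of 0.3), a pseudocount of 32, filters on dim probe sets, a threshold of 2-fold and other rules for genes with several probe sets. The computation of counts, percentiles and scaling was tested on simulated data. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.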

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

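The tests of noise of dim probe sets, of RNA degradation and of a general loss of epithelial transcripts were chosen after the results were seen. Most genes in these results are not discussed in the paper. Of the 28 gene lists, 7 had a median outside percentiles 1 to 99 of their random lists, where 0.56 are expected by chance, but the members of a list are not independent.

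The median log2 ratio of the 20 measured ERK output genes was 0.65 in G9a knockdown, although the paper reports lower ERK phosphorylation in these cells. The list counts DUSP4 itself and is split, with 10 members at least 1.5-fold higher and 4 lower. The immediate early genes FOS (−1.44) and EGR1 (−0.73) were lowest and run the same way as the reported phosphorylation. A scaling difference between the arrays is argued against, since the median was 0.81 after both loess and quantile scaling. The list's percentile stayed at 100, but it cannot test scaling, since genes of like signal shift together. Disagreement between probe sets as the whole cause is argued against for the list as a set, since its percentile stayed at 100 under other rules for probe sets. By the mean of all probe sets of a gene the median was 0.52, with 8 higher and 3 lower of 18 measured. By their median it was 0.47, with 8 higher and 4 lower. Without _x_at and _s_at probe sets it was 0.70, with 9 higher and 2 lower of 16. In 4 of the 5 higher members with further measured probe sets (80%) all of these were above 0, against 68.4% over all such higher genes. For higher members without further measured probe sets, agreement could not be checked. Noise of dim probe sets as the whole cause is argued against too, since 7 of the 16 members with both signals of at least 100 were at least 1.5-fold higher, against at most 5 in 10000 random lists of such genes, although 4 were at least 1.5-fold lower and the median of 0.46 lay within 2 bootstrap SDs (SD 0.33) of 0. That count was the last of 4 criteria used for this test, all set or changed after values were seen: the first, a median within 2 SDs of 0, took the value for noise, the second, the percentile of 100 alone, argued against noise, and the third, both together, left it open. Regulation of some of these genes by a route other than ERK may contribute and was not tested, and a difference between the 2 cultures unrelated to G9a stays open with 1 array per condition.

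Of the measured genes, 2574 were at least 1.5-fold lower in G9a knockdown against 1095 higher, a direction on which the paper gives no count. Among the 14972 probe sets with a mean signal of at least 100, 2224 were lower and 656 higher, a ratio of 3.39. After loess scaling the ratio was 1.10, with 1308 lower and 1191 higher, but loess centres the ratios and so cannot decide the cause. A difference in scale between the arrays is a candidate explanation, since the hybridization spike-ins run the same way at −0.18. The poly-A spike-ins, at −0.04, are closer to 0 than that shift. RNA degradation in one sample is argued against, since the 3' to 5' ratios of GAPDH and ACTB differed between the arrays by at most 0.074 on the log2 scale. A true excess of lower transcripts stays open, since loess removes any such excess with the scale difference.

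The median log2 ratio of the 19 measured squamous differentiation genes was −0.95. Scaling is argued against, since the median was −0.92 after loess and −0.94 after quantile scaling. Dim probe sets are too, since the 12 members with a mean signal of at least 100 had a median of −0.99 (bootstrap SD 0.27). Over all members, however, a pseudocount of 32 brought the median to −0.50 at percentile 0.03. The genes at least 1.5-fold lower then numbered 9 in place of 12. A general loss of epithelial transcripts as the whole cause is argued against as well. The squamous median lay below that of the epithelial junction genes, with a difference of −0.74 (bootstrap SD 0.27). A smaller general loss stays open. The median of the 12 basal keratinocyte genes was −0.35 at percentile 1.01, although −0.16 at percentile 27.3 by the mean of probe sets. Of the 15 junction genes 12 lay below 0, with their median at percentile 14.6. A lower level of squamous differentiation transcripts under G9a knockdown may be biological, as a hypothesis found and tested on the same 2 arrays. Differences in density or growth state of the 2 cultures, which also bear on these genes, were not tested.

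The median log2 ratio of the 17 measured inflammatory NF-kB target genes was 0.85. That of the 19 measured serine, glycine and ATF4 target genes was −0.48, at percentile 0.03. Without _x_at and _s_at probe sets it was −0.41 at percentile 2.60, from 12 genes. The median of the 19 measured hypoxia response genes was 0.091, at percentile 99.4, but −0.079 at percentile 74.0 without _x_at and _s_at probe sets.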

How the results depend on the processing

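No paired analysis was possible because each condition has 1 array, so no result comes from a test and no array can be left out. The filter on a higher signal of at least 100 was chosen after seeing the data. Counts at 1.5-fold depended most on how dim probe sets are treated, because ratios spread widely where the signal is low. With a pseudocount of 32, 1176 probe sets were higher and 2843 lower (493 and 1464 genes). With the higher signal at or above the array median the counts were 3345 and 5913 (1132 and 2594 genes), with both signals there 1712 and 4235 (626 and 2048 genes), and with a higher signal of at least 100 they were 840 and 2641 (388 and 1482 genes). At 2-fold, 8486 probe sets were higher and 7930 lower, so that their balance turned, and 2224 genes were higher and 2442 lower. When any probe set of a gene may pass, 6501 genes were higher and 7614 lower, and when all must pass 3096 were lower. Median centring, quantile normalization and loess kept the counts over all probe sets and over all genes within 1.5 times. The counts over all genes also stayed within it by the mean or median of probe sets and without _x_at and _s_at probe sets. Among probe sets with a mean signal of at least 100, loess moved the counts further, from 656 to 1191 higher and from 2224 to 1308 lower. EHMT2 stayed below 0 throughout, at −2.03 with the pseudocount, −1.02 by the mean of its probe sets and −0.26 by their median. DUSP4 stayed above 0, within the spread between probe sets, with its lowest fold of 1.84 under the pseudocount. The CDK median was −0.25 by the mean of probe sets. With the pseudocount the squamous median was −0.50 and the NF-kB median 0.56. Without _x_at and _s_at probe sets, the medians of the mesenchymal (−0.033) and hypoxia (−0.079) lists turned, as did NFKBIA (−0.020) and PDGFB (−0.0080), for which only dim probe sets remain. The lists' percentiles there were 80.8 and 74.0. The cancer-testis list (−1.82 from 3 genes, percentile 7.10) and the reference genes (0.056, percentile 84.1) turned there too. By the mean of probe sets the sign turned for CAT (0.60), CBX5 (−0.061), MTOR (1.33) and NAV3 (−0.17), and by their median for CBX5 (−0.069) and MTOR (1.33). For NAV3, the measured probe sets were at 2.22 and 2.17, and those below the array median at −2.41, 0.16 and −2.97. Apart from the dim probe sets of NAV3 and the dim second one of MTOR, the cause was not tested. Of the values recomputed for single genes, 863 stayed within the spread between probe sets, 100 moved beyond it and 8 were counted as turned. These 8 do not hold every change of sign. TSC2, at −0.56 at its brighter probe set and 0.97 at the other, lies above 0 by their mean but is not among them. Below the array median, signals give no usable ratio.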

Differences from the paper's values

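The paper's count of genes at least 1.5-fold higher is 2326, and the count here was 3430, less than 1.5 times the paper's. Of the alternatives set before the data were examined, those without _x_at and _s_at probe sets (3417), with all probe sets of a gene required to pass (2463) and at 2-fold (2224, another threshold than the paper's) also lay within 1.5 times of it. The others, between 493 with a pseudocount and 6501 with any probe set passing, did not. No setting gave the paper's count itself, and the paper's text names no filter on dim probe sets and no rule for genes with several probe sets.

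The paper states that CDK transcription is lower after G9a knockdown, without naming a gene. Of 17 measured CDK genes, 12 had log2 ratios below 0, 3 of them by at least 1.5-fold, and 1 gene was at least 1.5-fold higher. Set against genes of like signal, the median of the 17 genes lay above that of 84.0% of random lists, and after loess or quantile scaling 8 were below 0 and 9 above. Under other rules for probe sets more of the genes had ratios below 0. These were 13 of 17 by the mean or the median of all probe sets of a gene, at percentiles 20.2 and 48.7. Without _x_at and _s_at probe sets they were 8 of 11, at percentile 39.3. None of these percentiles sets the CDK genes apart from genes of like signal, and the median over all measured genes was itself −0.16.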

Other observations

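In G9a-knockdown FaDu cells, 8 of 19 measured serine, glycine and ATF4 target genes were at least 1.5-fold lower, none was higher and 11 were neither. CHAC1, a glutathione-degrading enzyme induced by ATF4, had a log2 ratio of −2.43 and the pseudokinase gene TRIB3 one of −1.06, and PSAT1, of serine synthesis, chosen after its value was seen, was at −0.73. PHGDH and SHMT2 were at −0.04 and 0.00, MTHFD2 was highest at 0.13 (its other probe set at −0.55), and SHMT1 was not measured above the array median. Of 28 interferon-stimulated genes, 4 were at least 1.5-fold higher and 1 was lower, with ISG20 at 0.98 and the RNA sensor gene RIGI at 0.92 highest, IFITM1 at −0.62 and OAS1 at −0.58 lowest, and a median of 0.01 at percentile 96.9 (5 higher and 0 lower after loess scaling). Of 17 genes of mesenchymal state and invasion, 6 were higher and 4 were lower, among them the urokinase receptor gene PLAUR at 1.39 and N-cadherin (CDH2) at 0.96, and the collagenase gene MMP1 at −2.17 and MMP10 at −1.73. Their median of 0.11 lay at percentile 98.0. Without _x_at and _s_at probe sets it was −0.033 at percentile 80.8, with 4 higher and 4 lower of 13 measured. Of 15 epithelial junction genes, 2 were lower and none was higher, with the plakophilin genes PKP1 at −1.30 (its other probe set at 0.75) and PKP3 at −0.92, OCLN at 0.36 (others from −0.35 to 1.48) and EPCAM at 0.23, and a median of −0.22 at percentile 14.6.

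Of 22 oxidative stress genes, 3 were at least 1.5-fold higher and 3 were lower. OSGIN1 was at 5.13 and 24.1, close to background, AKR1B10 at −1.51 and the catalase gene CAT at −0.88 (its other measured probe set at −1.09). The median beside the high HMOX1 was −0.11 at percentile 40.0. By the mean of all probe sets of a gene CAT was at 0.60. The list then had 6 genes higher and 2 lower, with a median of −0.04 at percentile 75.35. Of 16 endoplasmic reticulum stress genes, SDF2L1 (0.67) was higher and EDEM1 (−0.71) was lower, with MANF at 0.27, SEC61B at −0.40 and a median of −0.05 at percentile 69.6 (0.02 with none lower after loess scaling). Of 19 hypoxia genes, 2 were higher and none was lower, with EGLN3 at 0.94, ANGPTL4 at 0.81, NDRG1 at −0.30 and ANKRD37 at −0.49. Of 15 cholesterol synthesis genes, 2 were higher and none was lower, with SC5D at 0.69, HMGCS1 at 0.59, INSIG1 at −0.19, MVK at −0.26 and a median of 0.09 at percentile 98.4. Of 26 apoptosis regulators, 3 were higher and 3 were lower, with BIK at 0.65, CASP6 at −0.86 and a median of 0.01 at percentile 96.0 (5 higher and 2 lower after loess scaling). Of these, BCL2 was higher and TNFRSF10A lower at signals close to background. Of 26 genes of the H3K9 methylation machinery, CBX5, which encodes HP1 alpha, was higher at 0.72 but between −0.66 and 0.09 at its 5 other probe sets, 3 including EHMT2 and KDM4C (−0.68, with others at −0.88 and 0.72) were lower, DNMT1 was at 0.40, and the median was −0.17 at percentile 51.2 (0.01 with 1 lower after loess scaling).

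Of the transcripts whose proteins or processes the paper follows by other assays, MAP1LC3B was at 0.33 and MAP1LC3A at 0.13, and SQSTM1, which encodes p62, was at −0.03 with its other probe sets from −0.95 to 0.64. Of the other genes the paper names, EZH2 was at −0.04, JAK2 at −0.29 (others from 0.00 to 0.66), PPARG at −0.33, CEBPB at −0.38, YY1 at −0.14 and PARP1 at −0.24. The 15 ribosomal protein genes lay between −0.28 and −0.03 with a median of −0.14 at percentile 1.45 (38.8 by the mean of probe sets), and the 13 reference genes had a median of −0.10 at percentile 21.2, with none of either past 1.5-fold. Few markers of other cell types were measured, of those with a named probe set, namely 3 of 12 for fibroblasts (median −0.81, percentile 15.5), 2 of 10 for leukocytes (0.04, percentile 68.3) and 4 of 10 for endothelium (−0.19, percentile 43.7). Of 20 cancer-testis and germline genes, 5 were measured, with a median of 0.16 at percentile 68.0.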
